A study of Homo sapiens with 6 samples. Its data were reported in "Necroptosis enhances ‘don’t eat me’ signal and induces macrophage extracellular traps to promote pancreatic cancer liver metastasis" (2024).

How the data were processed

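Polyadenylated RNA was sequenced from wild-type PANC-1 cells, an established human line of pancreatic ductal adenocarcinoma, after exposure to conditioned medium (CM). The medium came from direct co-cultures of macrophages with PANC-1 cells carrying an empty vector (CM-Vector) or overexpressing MLKL, the membrane-rupturing effector of necroptosis (CM-MLKL). The labels give 3 libraries per group, and the study's methods describe 3 independent experiments. The series' description gives a time of 72 h, which the methods state as the length of the co-culture and the study's workflow drawing sets at the treatment of the wild-type cells.

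Per the study's methods, the authors extracted RNA with Trizol, enriched mRNA on oligo(dT) beads and prepared libraries with a NEBNext Ultra kit that does not mark strand. Libraries were sequenced on an Illumina NovaSeq instrument, reads were filtered with fastp, and mapped reads were assembled with StringTie against a reference. The aligner, genome build, counting tool and strand setting are not given in the sources used here. The table as deposited by the authors holds raw read counts per gene, as whole numbers with unequal library totals and no normalisation. Of its 58735 gene names, 58708 match GENCODE 29 on GRCh38 by name, and coordinates, GC content and lengths were taken from that annotation. The other 27 names had been turned into dates by a spreadsheet and held 0.155% of all counts. They stayed in library totals and tests but are not named. Because reads carry no strand, reads from a stretch that a gene shares with another on the opposite strand cannot be assigned to either. Counts of close paralogs depend on how reads mapping to both were treated.

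Counts were analysed in R 4.3.3. Genes were kept by the filterByExpr function of edgeR 4.0.16 (minimum count 10, minimum total count 15), which left 14046 genes, and library sizes were scaled by trimmed mean of M values (TMM). Groups were compared with the edgeR quasi-likelihood test, with group as the only term, two-sided, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method with a threshold of 0.05. The groups and the threshold follow the study's methods, in which the authors used DESeq2 and state no further term. Levels are TMM-normalised counts-per-million (CPM) values, given as mean ± SD over 3 libraries. Total counts ranged from 15838403 to 17885429 per library. A count of 0 allows up to 3 counts, or 0.168 to 0.189 CPM depending on the library. This floor is taken over the library totals before TMM scaling, unlike the levels, and covers counting error only.

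The design, the gene lists and most alternative settings were fixed before the data were examined. Named genes were chosen by a rule in 3 parts. The first part took up to 10 genes with the largest increase and up to 10 with the largest decrease among genes past the threshold, provided that every CM-MLKL library lay on the same side of every CM-Vector library and the higher group averaged at least 5 CPM; not every gene so chosen is named in the text. The second part took every measured gene that the study names for this experiment or its question. The last part took, from each other list, up to 4 members with the smallest adjusted p and, where fewer than 2 passed, up to 2 with the highest level. Members of the list of study-named genes were partly chosen by the study on these libraries.

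Besides that list, 22 gene lists were tested with limma 3.58.1 (camera on voom-transformed counts, preset correlation 0.01, two-sided), with Benjamini-Hochberg adjustment over the lists. They covered mesenchymal genes, epithelial genes, adhesion molecules, collagens, matrix metalloproteinases and their inhibitors, NF-kB targets, IL-6/STAT3 targets, interferon-stimulated genes, macrophage markers, TGF-beta targets, angiogenic factors and receptors, Wnt ligands and targets, phagocytosis checkpoint genes, cytokine receptors and necroptosis genes. The remaining lists were proliferation genes, hypoxia genes, amino acid and unfolded protein stress genes, cholesterol synthesis genes, oxidative stress and metallothionein genes, endothelial and fibroblast markers, and mitochondrially encoded genes. Each list was also tested by camera with an estimated correlation and by fry, which asks whether the genes of a list move one way on balance without comparing them with other genes. For single members, the number past the threshold is given over all genes tested and adjusted over the list alone.

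Alternatives were DESeq2 size factors in edgeR, library size only, the DESeq2 1.42.0 test, limma-voom, no filter on low counts, a filter of at least 5 CPM in 3 libraries, each library left out in turn, and the replicate number as a block. A fit with smooth trends of each library on GC content and transcript length as offsets was added after the data had been seen. The edgeR, limma-voom and DESeq2 tests and camera at the preset correlation were tried on simulated counts, with 3 simulated libraries per group and 14046 genes. Counts were drawn independently per gene from the means, library sizes and gene-wise variance (dispersion) of all 6 libraries. Camera with an estimated correlation, fry, the replicate block and the GC and length offsets were not simulated. At the threshold, edgeR recovered 8% of 100 genes changed by 2-fold and 72% of 100 changed by 4-fold, with 6 calls among 13821 unchanged genes. DESeq2 recovered 24% and 77%, with 15 such calls. No functional term database was used here, so no enrichment of terms was computed.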

Results

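Gene expression was measured in 6 libraries of wild-type PANC-1 cells, 3 exposed to CM-Vector and 3 to CM-MLKL. Total counts were 17672699, 17885429 and 17083975 for CM-Vector replicates 1, 2 and 3, and 17124158, 15838403 and 17809132 for CM-MLKL replicates 1, 2 and 3. The groups separated on the second principal component of log2 CPM, which held 23.4% of the variance. The first component held 48.6% and set CM-Vector replicate 1 apart from the other 5 libraries. Over the genes tested, Pearson's r of log2 CPM was 0.923 between CM-Vector replicates 1 and 2 and 0.922 between 1 and 3, against 0.988 between 2 and 3. Replicate 1 correlated more closely with CM-MLKL replicates 1 (0.946) and 3 (0.946) than with its own group. These correlations are across genes, which are not independent replicates. No pair of libraries agreed within sampling noise (chi-square per degree of freedom at least 11.1), and all 6 were kept as separate samples.

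**Figure D1:**
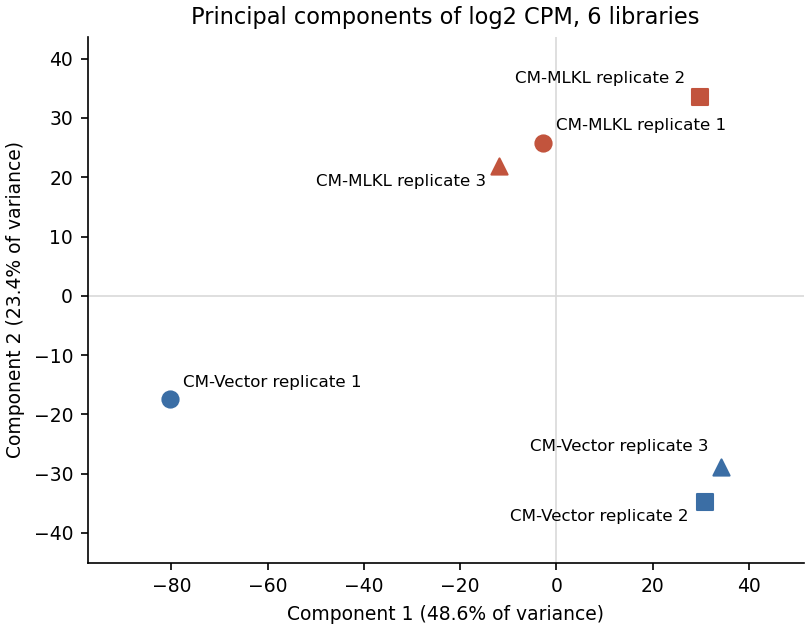
Scores of the 6 libraries on the first and second principal components of log2 CPM, with the share of variance on each axis; blue marks CM-Vector and red CM-MLKL. CM-Vector replicate 1 lies at -80.2 on the first component, and the groups part on the second.

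The comparison asked how medium from co-cultures of macrophages with MLKL-overexpressing tumour cells altered wild-type tumour cells that did not carry the construct. SEMA7A, which encodes a membrane-anchored semaphorin, rose 21.7-fold, from 17.2 ± 0.469 CPM with CM-Vector to 372 ± 94.7 CPM with CM-MLKL (SD, n = 3). G0S2, an inhibitor of adipose triglyceride lipase, rose 6.89-fold from 119 ± 21.1 to 817 ± 72.3 CPM, and MMP2, a gelatinase, rose 6.23-fold from 84.9 ± 10.7 to 529 ± 160 CPM. S100P, a calcium-binding protein expressed in many pancreatic tumours, was 14.1-fold lower, with 57.8 ± 22.6 against 4.12 ± 1.45 CPM, and AGR2, a disulphide isomerase of secretory epithelia, was 4.82-fold lower, with 247 ± 38.9 against 51.2 ± 17 CPM. By the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change of SEMA7A was 4.44 (SE 0.285, adjusted p = 0.000192), that of G0S2 2.78 (SE 0.252, adjusted p = 0.00194) and that of MMP2 2.64 (SE 0.284, adjusted p = 0.00497). In the same test it was -3.81 for S100P (SE 0.387, adjusted p = 0.00351) and -2.27 for AGR2 (SE 0.306, adjusted p = 0.00825). All 5 genes passed the threshold in every setting tried, including the fits that left out 1 library each. On GRCh38, SEMA7A lies on chromosome 15 from 74409289 to 74433958 (minus strand), MMP2 on chromosome 16 from 55389700 to 55506691 (plus strand) and S100P on chromosome 4 from 6693069 to 6697170 (plus strand). These are the spans of the protein-coding genes in GENCODE 29, and reads were counted per gene.

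MLKL itself, overexpressed in the donor cells and not in the sequenced cells, was at 6.26 ± 5.54 CPM with CM-Vector and 5.12 ± 1.52 CPM with CM-MLKL (log2 fold change -0.29, SE 0.560, adjusted p = 0.999, edgeR). Its level was 12.6 CPM in CM-Vector replicate 1 and 3.45 and 2.71 CPM in replicates 2 and 3, and without replicate 1 the log2 fold change was 0.77 (adjusted p = 0.323, against 0.323 to 1.0 over all settings). The 13 measured necroptosis genes, with RIPK1 among them (log2 fold change -0.84, adjusted p = 0.999, edgeR), had a median log2 fold change of -0.13 and none passed the threshold, over all genes tested or adjusted over the list alone. Relative to the mean of all libraries, their median level was 0.82 on the log2 scale in CM-Vector replicate 1, against -0.21 and -0.32 in replicates 2 and 3. Without replicate 1 their median log2 fold change turned to 0.32 (camera adjusted p = 0.0885 at the preset correlation). That of RIPK1 turned to 0.36 (adjusted p = 0.681, edgeR).

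Of 14046 genes tested, 57 rose and 15 fell in CM-MLKL at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), all by at least 2-fold. Among genes that averaged at least 5 CPM in the higher group, large increases were also seen for LBH (19.6-fold), the Wnt ligand WNT7A (10.3-fold), the integrin activator FERMT1 (10.1-fold), COL1A1 (9.20-fold), PRR5L (9.08-fold), MMP9 (8.04-fold) and the collagen prolyl hydroxylase subunit P4HA3 (7.17-fold). The 10 largest decreases among such genes also included the imprinted non-coding RNA H19 (12.2-fold), the calpain CAPN8 (9.71-fold), TNS4 (8.67-fold), the sphingosine-1-phosphate transporter SPNS2 (5.26-fold), CABLES1 (4.62-fold), complement C3 (4.16-fold), the stress cytokine GDF15 (4.14-fold) and the acute-phase gene SAA1 (4.05-fold). SPNS2 fell from 525 ± 108 to 99.8 ± 27.7 CPM and GDF15 from 795 ± 85 to 192 ± 34.8 CPM (SD, n = 3). MMP9, P4HA3, H19, SPNS2 and CABLES1 overlap annotated genes on the opposite strand, so reads from the shared stretches cannot be assigned to either gene. SAA1 has the close paralog SAA2, and its counts depend on how reads mapping to both were treated. All 72 genes had the 3 libraries of one group above those of the other. So did 1676 genes in all, or 11.9% of those tested, where chance gives 10%. The number called depended on single libraries: 206 rose and 108 fell without CM-Vector replicate 1, including all 72, against 32 and 12 without replicate 2 and 34 and 12 without replicate 3. Without CM-MLKL replicates 1, 2 and 3 in turn, 30, 14 and 37 rose and 4, 4 and 6 fell. Without CM-MLKL replicate 2, LBH, WNT7A, FERMT1, COL1A1, PRR5L, MMP9, H19, CAPN8, TNS4, CABLES1, C3 and SAA1 were not called, with adjusted p from 0.0589 for LBH to 0.225 for TNS4 (edgeR). Without CM-MLKL replicate 1, SPNS2 (adjusted p = 0.0501) and GDF15 (0.0654) were not called, and TNS4, CABLES1, C3 and SAA1 were not called without CM-MLKL replicate 1 (0.165 to 0.200) or 3 (0.106 to 0.176, edgeR). SAA1 was also not called without CM-Vector replicate 2 (0.0582) or 3 (0.0600, edgeR), nor TNS4 with library size only (0.0796) or limma-voom (0.0592).

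**Figure D2:**
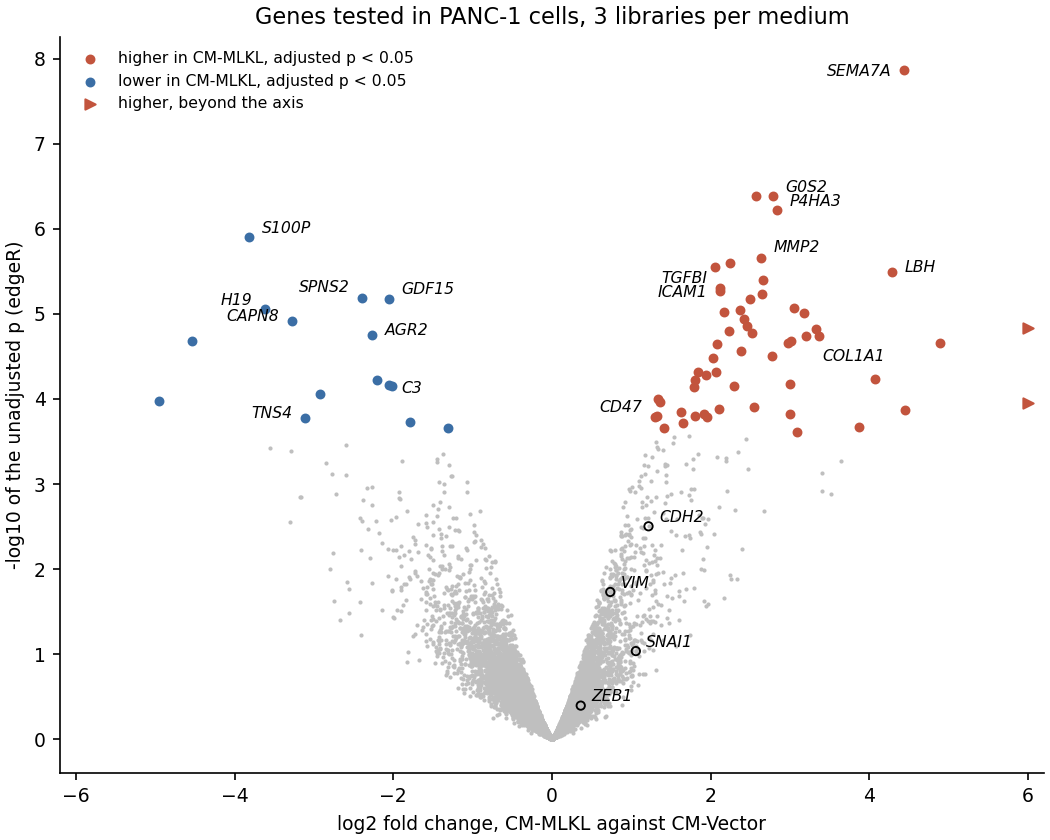
Log2 fold change of CM-MLKL against CM-Vector on the horizontal axis and -log10 of the unadjusted edgeR p on the vertical axis for the 14046 genes tested, red for the 57 higher and blue for the 15 lower genes at an adjusted p under 0.05. Triangles at the right edge are 2 genes beyond the axis, and open circles mark CDH2, VIM, SNAI1 and ZEB1, which did not pass.

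Genes of epithelial-mesenchymal transition (EMT) were examined because the study followed this programme. ITGA5, the fibronectin receptor subunit, rose 4.69-fold from 650 ± 57.3 to 3052 ± 1087 CPM, and TGFBI, a secreted matrix protein, rose 4.35-fold from 333 ± 54.3 to 1449 ± 203 CPM (SD, n = 3; adjusted p = 0.00825 and 0.00585, edgeR). Of 18 measured mesenchymal genes 3 rose, with 4 adjusted over the list alone and 0 lower. The list had a median log2 fold change of 0.52 and was higher as a set (camera adjusted p = 5.57e-08), a call that was lost at an adjusted p = 0.119 with an estimated correlation. It includes CDH2, VIM, SNAI1 and ZEB1, which the study reported as higher among the changed genes of this experiment, so for them it is not independent evidence. The study also reported their increase by western blot in wild-type tumour cells given the media, and protein was not measured here. Those 4 genes did not pass the edgeR test. VIM, SNAI1 and ZEB1 passed in no setting that gave an adjusted p (at least 0.189, 0.0548 and 0.195 over all settings). CDH2, the N-cadherin gene, was at 3.10 ± 0.254 and 7.23 ± 0.531 CPM (log2 fold change 1.22, SE 0.320, adjusted p = 0.222) and VIM, the vimentin gene, at 1146 ± 282 and 1908 ± 230 CPM (0.74, SE 0.264, adjusted p = 0.538). CDH2 passed with DESeq2 (adjusted p = 0.0454) and without CM-Vector replicate 1 (0.0376), within a range of 0.0376 to 0.769 over all settings. SNAI1 had a log2 fold change of 1.06 (SE 0.570, adjusted p = 0.933, edgeR), with 6.27 CPM in CM-Vector replicate 1 against 43.5 and 43.1 CPM in replicates 2 and 3, and with 1 library left out it ranged from 0.60, without CM-Vector replicate 1, to 1.40. ZEB1 had one of 0.36 (SE 0.416, adjusted p = 0.999, edgeR), which ranged from 0.0236 without CM-MLKL replicate 3 to 0.92 without CM-Vector replicate 1. CDH2, VIM and ZEB1 each overlap an annotated gene on the opposite strand.

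Epithelial genes were lower as a set (median log2 fold change -0.36 over 25 measured, camera adjusted p = 0.000219), and this call was lost at an adjusted p = 0.21 with an estimated correlation. None of the 25 passed over all genes tested, and 1 was lower adjusted over the list alone. Without CM-Vector replicate 1, 3 of 26 were lower over all genes tested. ELF3, an epithelial transcription factor, had a log2 fold change of -1.44 (SE 0.351, adjusted p = 0.167, edgeR), and the keratin genes KRT19 and KRT8 had -0.79 (SE 0.237, adjusted p = 0.340) and -0.70 (SE 0.239, adjusted p = 0.482, edgeR). ELF3 passed without CM-Vector replicate 1 (adjusted p = 0.00681, edgeR) and with DESeq2 (0.0173), within 0.00628 to 0.765 over all settings. CDH1, the E-cadherin gene that the study names, had 4, 18 and 13 counts with CM-Vector and 3, 0 and 2 with CM-MLKL, too few to be tested. KRT8 overlaps KRT18 on the opposite strand, and ELF3 overlaps annotated genes on both strands.

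Adhesion and matrix genes were examined as 3 lists. ICAM1, a ligand of leukocyte integrins, rose 4.35-fold from 567 ± 82.0 to 2464 ± 308 CPM (log2 fold change 2.12, SE 0.249, adjusted p = 0.00585, edgeR). The fibrillar collagen gene COL1A1 rose 9.20-fold from 18.6 ± 9.37 to 172 ± 73.6 CPM (SE 0.434 on the log2 scale, adjusted p = 0.00825, edgeR), and MMP14, the membrane-type metalloproteinase that activates pro-MMP2, rose 5.48-fold from 43.9 ± 14.4 to 241 ± 60.4 CPM (SD, n = 3; adjusted p = 0.00811, edgeR). Of 26 adhesion molecules, ICAM1, ITGA5 and ITGB3 rose, and adjusted over the list alone 7 rose and 3 fell. Of 24 collagens, COL1A1, COL22A1 and COL6A3 rose, with 7 adjusted over the list alone and 0 lower. COL1A2 had 0, 2 and 0 counts with CM-Vector and 0, 0 and 1 with CM-MLKL, too few to be tested. Of 23 metalloproteinases, related proteases and inhibitors, MMP2, MMP9, MMP14 and ADAM19 rose, as did MMP10, named after its values were seen (log2 fold change 3.01, adjusted p = 0.0347, edgeR; called in 1 of the 6 fits that left out a library). These 5 were also the count adjusted over the list alone. All 3 lists were higher as sets by camera, with adjusted p = 8.14e-05 for adhesion molecules, 1.16e-05 for collagens and 3.65e-06 for metalloproteinases. Each call was lost with an estimated correlation, at an adjusted p = 0.171, 0.321 and 0.171. CM-MLKL replicate 2 stood highest in all 3, with a median level relative to all libraries of 0.69 on the log2 scale for collagens against -0.0207 and 0.0829 in CM-MLKL replicates 1 and 3, and without it the camera adjusted p was 0.0103, 0.0354 and 0.000843. Median log2 fold changes were 0.21, 0.14 and 0.14 in that order, and 0.39, 0.0717 and 0.43 without CM-Vector replicate 1, where 8, 7 and 5 members were higher and 1, 1 and 0 lower over all genes tested. The study reported adhesion, collagen and matrix terms on these libraries, and the lists are therefore not independent evidence of direction. Without CM-MLKL replicate 2, COL1A1, COL22A1, MMP9, MMP14, ADAM19 and ITGB3 did not pass (adjusted p from 0.0589 to 0.0994, edgeR), and COL6A3 passed without CM-Vector replicate 1 but not without any other library (0.106 to 0.279, edgeR), nor with library size only (0.105). ICAM1 and COL1A1 lie on chromosomes 19 (10270835 to 10286615, plus strand) and 17 (50183289 to 50201632, minus strand) of GRCh38. ICAM1, ITGA5, MMP9 and ADAM19 overlap annotated genes on the opposite strand, and MMP2 and ITGB3 overlap unnamed transcripts on their own strand.

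**Figure D3:**
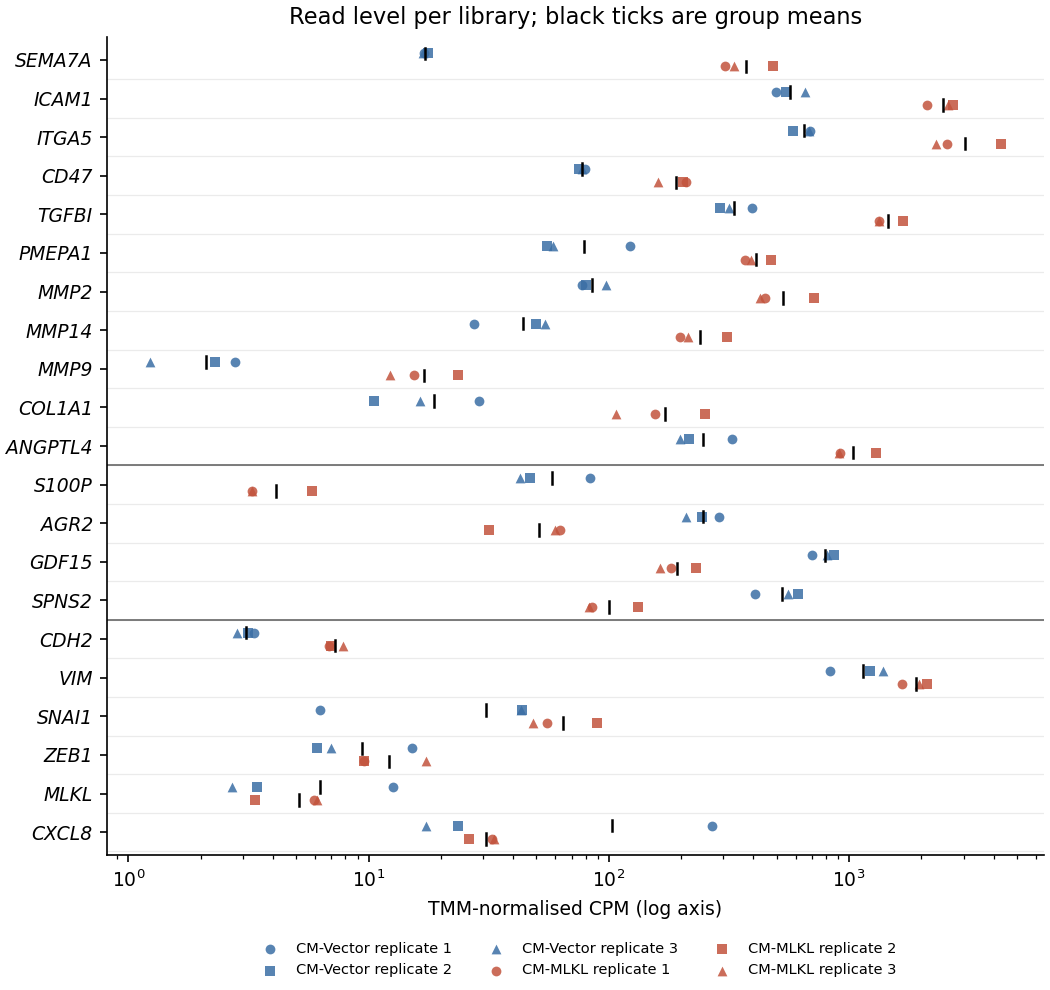
TMM-normalised CPM on a log axis for each of the 6 libraries, blue for CM-Vector and red for CM-MLKL, with black ticks at the group means of 3 libraries. The upper block holds genes that rose, the middle block genes that fell, and the lower block genes that did not pass, where CM-Vector replicate 1 stands apart in SNAI1, MLKL and CXCL8.

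CD47, the 'don't eat me' ligand that restrains phagocytosis, rose 2.47-fold from 77.5 ± 2.29 to 191 ± 27.2 CPM (SD, n = 3; log2 fold change 1.30, SE 0.228, adjusted p = 0.0352, edgeR). It lies on chromosome 3 from 108043094 to 108091862 (minus strand, GRCh38). The call was kept without CM-Vector replicate 1 (adjusted p = 0.0142) and lost without CM-Vector replicates 2 (0.241) and 3 (0.205) and without CM-MLKL replicates 1 (0.291), 2 (0.113) and 3 (0.0808, edgeR), while the fold change kept its direction. It was also lost with GC and length offsets (adjusted p = 0.0756). SIRPA, its receptor, was at 1.79 ± 0.698 and 6.19 ± 1.30 CPM (log2 fold change 1.79, SE 0.405, adjusted p = 0.125, edgeR). It passed with DESeq2 (adjusted p = 0.00446) and without CM-Vector replicate 1 (0.0456), within 0.00446 to 0.425 over all settings, and SIRPA overlaps an annotated gene on the opposite strand. CD24 had a log2 fold change of -0.66 (SE 0.242, adjusted p = 0.561, edgeR), and SIGLEC10 had 3 counts in all with CM-Vector and 0 with CM-MLKL. Of 11 measured phagocytosis checkpoint genes CD47 alone rose, with 2 adjusted over the list alone, and the set was higher at a camera adjusted p = 0.00458, lost at an adjusted p = 0.171 with an estimated correlation. Without CM-Vector replicate 1, 3 of the 11 were higher. The study names 4 of its genes, so it is not independent evidence.

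Cytokine genes and their receptors were examined because the study measured cytokines in the medium and followed CXCL8 and its receptors. CXCL8, the neutrophil chemokine, was at 104 ± 144 CPM with CM-Vector and 30.7 ± 3.94 CPM with CM-MLKL (SD, n = 3; log2 fold change -1.76, SE 0.837, adjusted p = 0.853, edgeR). CM-Vector replicate 1 held 5504 of its counts against 389 and 283 in replicates 2 and 3 and 566, 388 and 609 with CM-MLKL, and without replicate 1 the log2 fold change was 0.61 (adjusted p = 0.272, edgeR). With no filter on low counts CXCL8 passed as lower (adjusted p = 7.93e-06), within 7.93e-06 to 1.0 over all settings. The receptor genes were not detectable at this depth, with 2 counts of CXCR1 in a single CM-Vector library and 0 of CXCR2 in all 6. A count of 0 allows up to 0.168 to 0.189 CPM before TMM scaling. Of 13 measured cytokine receptors none passed over all genes, and 1 was lower adjusted over the list alone (median log2 fold change -0.25, camera adjusted p = 0.174; median 0.0934 without CM-Vector replicate 1). IL6R had a log2 fold change of -1.23 (SE 0.326, adjusted p = 0.234), TNFRSF1B one of -0.60 (adjusted p = 0.796) and CSF2RA one of -1.90 (SE 0.667, adjusted p = 0.506, edgeR). CSF2RB, MMP12, RIPK3, PADI4 and MPO were too low to be tested, with 3, 1, 1, 9 and 2 counts over the CM-Vector libraries and 2, 0, 0, 10 and 0 over the CM-MLKL libraries. Of the 16 study-named genes with enough counts, ICAM1, MMP2, CD47 and MMP9 rose and none fell, against 7 higher and 3 lower adjusted over the list alone. MMP9 was not called without CM-MLKL replicate 2 (adjusted p = 0.0994, edgeR). Because the study chose part of this list on these libraries, the count is not independent evidence. For MMP2 and MMP9 the study reported no increase, in RNA or protein, in tumour cells co-cultured with macrophages. That exposure differs from the medium given to the wild-type cells here.

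Targets of inflammatory signals were examined because the medium came from co-cultures with macrophages. NF-kB targets were higher as a set (median log2 fold change 0.30 over 29 measured, camera adjusted p = 2.49e-05), which was lost at an adjusted p = 0.335 with an estimated correlation. ICAM1 alone among them rose, over all genes tested and adjusted over the list alone. Without CM-Vector replicate 1, 4 members were higher over all genes tested and the median was 0.61 (camera adjusted p = 4.94e-10 at the preset correlation). CD83 and IL32, with log2 fold changes of 0.78 (adjusted p = 0.374) and 0.73 (adjusted p = 0.505, edgeR), and the chemokine gene CCL20, with -2.01 (SE 0.714, adjusted p = 0.526), did not pass. CCL20 was at 124 CPM in CM-Vector replicate 1 and between 10.2 and 17.2 CPM in the other 5 libraries, and it passed as lower with no filter on low counts (adjusted p = 8.53e-07, within 8.53e-07 to 1.0 over all settings). IL-6/STAT3 targets were not called (21 measured, camera adjusted p = 0.455). Their median was 0.18, or 0.29 without CM-Vector replicate 1, and their mean -0.03, while the camera direction was up. The acute-phase gene SAA1 fell and no other member passed in either count, SOCS1 having a log2 fold change of 1.19 (adjusted p = 0.419) and LCN2 of -1.04 (adjusted p = 0.421, edgeR). SAA1 was called without CM-Vector replicate 1 but not without any other single library (adjusted p from 0.0582 to 0.200, edgeR). Interferon-stimulated genes had a median log2 fold change of -0.13 over 37 measured (camera adjusted p = 0.174), and none passed in either count. IFIT2 was at 1034 CPM in CM-Vector replicate 1 and between 40.3 and 96.5 CPM in the other 5 libraries (log2 fold change -2.42, SE 0.921, adjusted p = 0.603, edgeR). It passed as lower with no filter (adjusted p = 1.43e-11, within 1.43e-11 to 1.0 over all settings), and without replicate 1 its log2 fold change was 0.0929 (adjusted p = 0.933). IFI27, GBP2 and TAP1 had log2 fold changes of -1.30, -1.04 and 0.45 (adjusted p = 0.225, 0.526 and 0.888, edgeR). The median level of the interferon list, relative to the mean of all libraries, was 0.46 on the log2 scale in CM-Vector replicate 1 and -0.08 and -0.07 in replicates 2 and 3. For NF-kB targets it was 0.31 against -0.49 and -0.45. Without replicate 1 the interferon list had a median of 0.09 (camera adjusted p = 0.430), while without CM-Vector replicate 2 or 3 it was lower as a set (0.0151 and 0.0106) at the preset correlation. With an estimated correlation and all 6 libraries it had an adjusted p = 0.498.

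Markers of the macrophages that had conditioned the medium were mostly too low to be tested, with 6 of 31 measured. Their median log2 fold change was -0.46 (camera adjusted p = 0.256), and none passed over all genes, against 1 higher and 1 lower adjusted over the list alone. CD74, the invariant chain gene, had a log2 fold change of -1.68 (SE 0.439, adjusted p = 0.214), LAPTM5 one of 0.98 (SE 0.280, adjusted p = 0.293) and CD14 one of -0.88 (SE 0.370, adjusted p = 0.727, edgeR). LAPTM5 passed without CM-Vector replicate 1 (adjusted p = 0.0401, within 0.0401 to 0.904 over all settings) and CD74 with DESeq2 (0.0395, within 0.0395 to 0.917). The 13 mitochondrially encoded genes, read as a sign of RNA quality, had a median log2 fold change of -0.03 and a mean of -0.06, while camera gave the direction as up (adjusted p = 0.213), and none passed in either count. Their median level relative to all libraries was 0.95 on the log2 scale in CM-Vector replicate 1 and -0.66 and -0.59 in replicates 2 and 3. The total mitochondrial share of counts did not set replicate 1 apart, at 3.85% against 3.85% and 3.36% in replicates 2 and 3. That share was taken over all genes with a mitochondrial name prefix, not over these 13 alone. The measures therefore cover different genes, and which genes made the difference was not tested. Without replicate 1 the median log2 fold change of the list was 0.75 (camera adjusted p = 1.31e-08 at the preset correlation of 0.01). The correlation estimated for this list over all 6 libraries was 0.944, with which it had an adjusted p = 0.774.

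**Figure D4:**
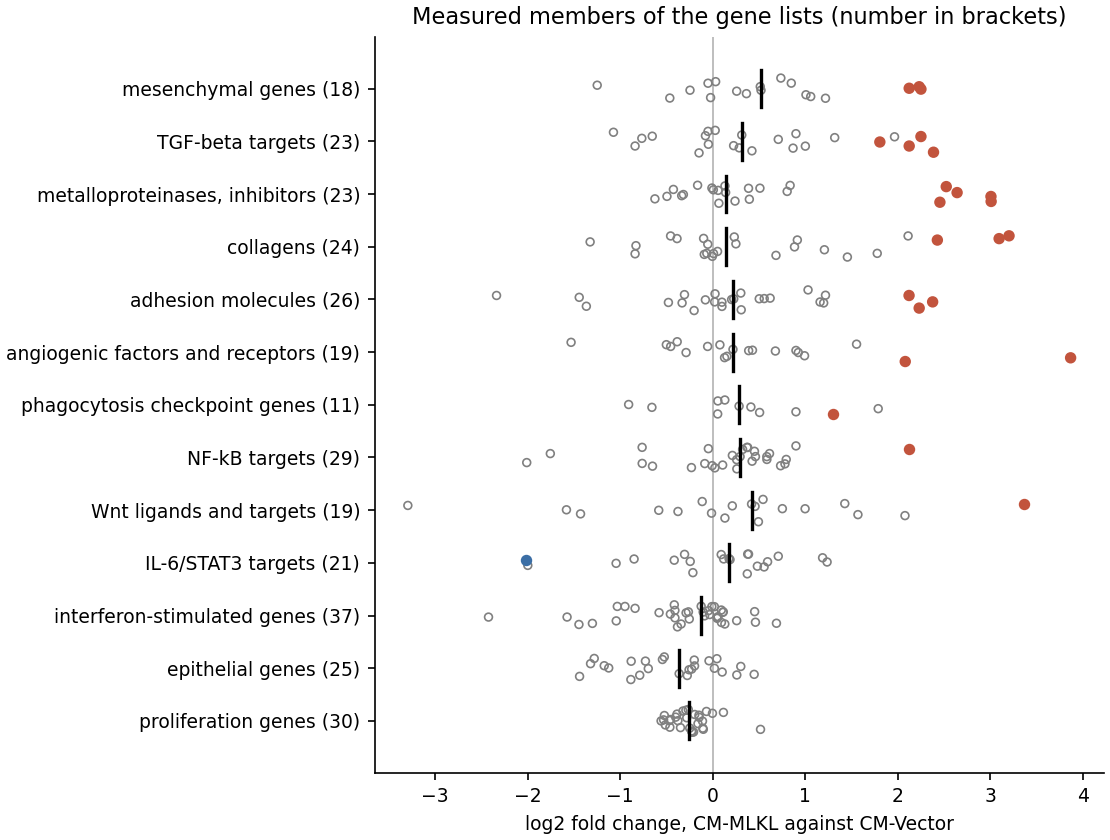
Log2 fold change of CM-MLKL against CM-Vector for each measured member of 13 gene lists, filled red or blue where a member passed an adjusted p of 0.05 (edgeR) and open where it did not; black ticks are list medians. Among the 13 lists drawn, which leave out macrophage markers, medians run from -0.36 for epithelial genes to 0.52 for mesenchymal genes.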

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

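The GC and length offsets were chosen after the results had been seen; the other settings were planned. All 72 called genes kept their direction in every setting in which they were tested, and 15 of them, SEMA7A, ICAM1, MMP2, TGFBI, ITGA5, S100P and AGR2 among these, passed in every setting. Scaling by DESeq2 size factors (59 higher, 15 lower), library size only (50 and 13) and limma-voom (59 and 14) moved the counts little, sharing 71, 60 and 70 genes with the 72. A filter of at least 5 CPM in 3 libraries gave 46 and 11. DESeq2 called 140 higher and 59 lower genes, 137 and 59 of them by at least 2-fold. Without a filter on low counts edgeR called 149 and 100, all by at least 2-fold. The GC and length offsets gave 121 and 37, of which 101 and 31 changed by at least 2-fold. DESeq2 and the unfiltered fit included all 72 genes and the offsets kept 68; the cause of the larger counts was not tested. Of the called genes, the share that was higher was 79.2%, against 70.4% with DESeq2 and 59.8% without a filter. With the replicate block, 112 genes were higher and 43 lower, all by at least 2-fold, including the 72. Same-numbered libraries had correlations of deviations of 0.171, 0.168 and -0.305, and not every library correlated best with its own number, so the numbers were not taken to pair samples. With 3 libraries per group this check cannot exclude pairing by experiment. Leaving out 1 library each, the higher genes ranged from 14 to 206 and the lower from 4 to 108, and from 14 to 201 and 4 to 107 by at least 2-fold, the lowest without CM-MLKL replicate 2 and the highest without CM-Vector replicate 1. These fits hold fewer samples, which lowers a count, whereas the count without CM-Vector replicate 1 went up.

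Of 22 lists, camera called 12 at the preset correlation, 0 with an estimated correlation and 5 by fry. With an estimated correlation the adjusted p was 0.119 for mesenchymal genes, 0.21 for epithelial genes, 0.171 for adhesion molecules and for metalloproteinases, 0.321 for collagens, 0.335 for NF-kB targets and 0.212 for TGF-beta targets. Among the 12 lists called, the estimated correlation ranged from -0.0736 for phagocytosis checkpoint genes to 0.316 for NF-kB targets, against the preset 0.01. For phagocytosis checkpoint genes it lay below the preset value, and the call was still lost (camera adjusted p = 0.171). A higher correlation cannot account for that loss. A call lost in this form of camera is therefore not by itself a sign that correlated genes had produced it. The cause of the losses was not tested further. By fry, without a comparison with other genes, the lists called were mesenchymal genes (adjusted p = 0.00835), adhesion molecules (0.0316), metalloproteinases (0.0316), phagocytosis checkpoint genes (0.000711) and amino acid and unfolded protein stress genes (0.00429), and it was 0.0973 for epithelial genes and for TGF-beta targets, 0.156 for collagens and 0.281 for NF-kB targets. Lists that were not called and turned direction were macrophage markers without a filter (adjusted p = 0.382), necroptosis genes with library size only (0.989) and hypoxia genes without a filter (0.616), for which the cause was not tested. Leaving out 1 library each, the camera adjusted p ranged from 0.224 to 0.915 for IL-6/STAT3 targets, turning down without CM-MLKL replicate 2, and from 0.0106 to 0.430 for interferon-stimulated genes, turning up without CM-Vector replicate 1 and lower as a set without CM-Vector replicate 2 or 3. It ranged from 0.0141 to 0.557 for cytokine receptors, 0.0885 to 0.922 for necroptosis genes, 0.413 to 0.969 for hypoxia genes and 0.00186 to 0.75 for cholesterol synthesis genes, each reversed without CM-Vector replicate 1, and hypoxia genes also without CM-MLKL replicate 3. For mitochondrially encoded genes it ranged from 1.31e-08 to 0.615, reversed without CM-Vector replicate 2 or 3. Log2 fold changes ranged from -0.65 to 0.77 for MLKL, -1.22 to 0.36 for RIPK1, -2.25 to 0.61 for CXCL8 and -2.93 to 0.0929 for IFIT2, all 4 reversed without CM-Vector replicate 1. Over all named genes, 1007 results under an alternative kept direction and side of the threshold, 53 lost a call, 45 gained one and 4 reversed. With the depth and gene-wise variance of these libraries and 3 libraries per group, simulated 2-fold changes were mostly missed by edgeR (8% recovered). Genes that did not pass therefore cannot be read as unchanged.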

Other observations

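Among the tests below, those on macrophage RNA and on RNA of the CM-MLKL group in CM-Vector replicate 1, the test of TGF-beta targets against inflammatory targets and the GC and length offsets were chosen after the results had been seen. TGF-beta targets were higher as a set in CM-MLKL (median log2 fold change 0.31 over 23 measured, camera adjusted p = 8.04e-08), lost at an adjusted p = 0.212 with an estimated correlation. TGFBI, PMEPA1 and LTBP2 were among the members that rose, and adjusted over the list alone 7 were higher and 2 lower. PMEPA1, a feedback inhibitor of TGF-beta signalling, rose 5.22-fold from 78.6 ± 37.6 to 411 ± 54.9 CPM (SD, n = 3; adjusted p = 0.0105, edgeR), and LTBP2, a latent TGF-beta binding protein, rose 3.49-fold from 64.2 ± 10.9 to 224 ± 65.3 CPM (adjusted p = 0.0189, edgeR). Without CM-MLKL replicate 2 neither passed (adjusted p = 0.119 and 0.0994), and LTBP2 also failed without CM-Vector replicates 2 (0.117) and 3 (0.0655) and CM-MLKL replicate 1 (0.0831, edgeR). Without CM-Vector replicate 1 the list had 10 higher members and 1 lower, and a median of 0.71. Of 19 angiogenic factors and receptors, ANGPTL4, a secreted lipase inhibitor, rose 4.23-fold (adjusted p = 0.00879, edgeR) and the semaphorin and VEGF co-receptor NRP2 14.6-fold from 0.258 ± 0.228 to 3.90 ± 0.590 CPM (adjusted p = 0.0432, edgeR). Adjusted over the list alone 6 were higher, and the set was higher at a camera adjusted p = 8.14e-05, lost at an adjusted p = 0.212 with an estimated correlation and at 0.0518 without CM-MLKL replicate 2. ANGPTL4 was not called without CM-Vector replicate 2 (0.0523) or CM-MLKL replicate 2 (0.0928), nor NRP2 without any 1 of the CM-MLKL libraries (0.130 to 0.292) nor with library size only (0.0912, edgeR). PDGFB and EFNA1, with log2 fold changes of 0.99 and 0.68, did not pass (adjusted p = 0.234 and 0.394, edgeR). WNT7A rose among 19 Wnt ligands and targets, with 4 higher and 2 lower adjusted over the list alone. The targets AXIN2 (log2 fold change 2.08, adjusted p = 0.0767) and TCF7 (1.43, adjusted p = 0.0824) and the ligand WNT10A (-1.58, adjusted p = 0.188, edgeR) did not pass. AXIN2 and TCF7 passed with DESeq2 (adjusted p = 0.0109 and 0.00141) and without CM-Vector replicate 1 (0.0223 and 0.0201), within 0.0109 to 0.375 and 0.00141 to 0.312 over all settings, and WNT10A passed with DESeq2 (0.0237, within 0.0237 to 0.820). The Wnt set was higher at a camera adjusted p = 0.00534, lost at an adjusted p = 0.335 with an estimated correlation. It was also lost without CM-Vector replicate 1 (0.129, median 0.15 against 0.42 with it) or CM-MLKL replicate 2 (0.238) and with a filter of at least 5 CPM in 3 libraries. WNT7A was not called without CM-MLKL replicate 2 (adjusted p = 0.0994, edgeR). The study's figure of enriched terms for these libraries shows angiogenesis, Wnt and TGF-beta receptor terms, so those lists are not independent evidence. PMEPA1, LTBP2, ANGPTL4, NRP2 and TCF7 overlap annotated genes on the opposite strand.

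Proliferation genes were lower as a set (median log2 fold change -0.26, 28 of 30 below 0, camera adjusted p = 0.00534), lost at an adjusted p = 0.384 with an estimated correlation, and no member passed in either count. PCNA, RRM2 and PLK1 had log2 fold changes of -0.28, -0.53 and -0.52 (adjusted p = 0.999, 0.904 and 0.999), and the cyclin gene CCNE1 one of 0.52 (adjusted p = 0.833, edgeR). Their median level relative to all libraries was -0.30 on the log2 scale in CM-Vector replicate 1 against 0.34 and 0.36 in replicates 2 and 3, and the call was lost without CM-Vector replicate 2 (0.173) or 3 (0.183). Without replicate 1 the median was -0.39 (1.26e-05, all at the preset correlation). Cholesterol synthesis genes were higher (median 0.25 over 21 measured, camera adjusted p = 0.0314), lost at an adjusted p = 0.498 with an estimated correlation, with STARD4 at 0.64 (adjusted p = 0.740) and NSDHL at 0.49 (adjusted p = 0.796, edgeR) and no member past the threshold in either count. Their median level was -0.43 in CM-Vector replicate 1 against 0.15 and 0.19 in replicates 2 and 3, and the call was lost without CM-Vector replicate 1 (0.75, reversed) or CM-MLKL replicate 2 (0.0522) and with DESeq2. No member passed, in either count, among 24 amino acid and unfolded protein stress genes (camera adjusted p = 0.138), 21 hypoxia genes (0.874) and 14 oxidative stress and metallothionein genes (0.186). For hypoxia genes the median was 0.00 and the mean -0.04, while camera gave the direction as up. The stress genes ATF3, ATF4 and STC2 had log2 fold changes of 0.79, -0.52 and -0.72 (adjusted p = 0.591, 0.701 and 0.360), the hypoxia gene NDRG1 had 0.63 (adjusted p = 0.461), and the metallothionein gene MT1E, which has close paralogs, had -0.83 (adjusted p = 0.355, edgeR). ATF3 passed without CM-Vector replicate 1 (adjusted p = 0.0166, within 0.0166 to 1.0 over all settings). Necroptosis genes as a set gave a camera adjusted p = 0.874. Endothelial and fibroblast markers, with 5 of 15 measured, gave 0.0637, and ESAM had a log2 fold change of 1.13 (adjusted p = 0.148, edgeR), with 1 marker higher adjusted over the list alone. ESAM passed without CM-Vector replicate 1 (adjusted p = 0.0419) and with DESeq2 (0.0181), within 0.0170 to 0.557 over all settings. The endothelial and fibroblast set was called without CM-Vector replicate 3 (0.0360), CM-MLKL replicate 1 (0.0261) or CM-MLKL replicate 3 (0.0291), all at the preset correlation. With an estimated correlation and all 6 libraries it had an adjusted p = 0.328.

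CM-Vector replicate 1 stood apart from replicates 2 and 3. GC content and length bias is a candidate explanation, since its difference from the other replicates had a Spearman correlation over genes of -0.416 with GC content and 0.375 with length, but the ratio of its SD over genes to that between replicates 2 and 3 was 2.43 before and 2.19 after both trends were removed (SD 0.0369 over 1000 resamples of genes), which argues against these trends as the whole cause. Macrophage RNA is argued against by 31.9 CPM for the 31 macrophage markers together, against 29.3 and 31.3 CPM in replicates 2 and 3, with 1 count of LYZ and 0 of TYROBP. RNA of the CM-MLKL group as the whole cause, by a wrong label or by mixing, is argued against by 628 genes that lay at least 2-fold outside the range of the other 5 libraries (at most 33 for another library), and by its position in CPM between replicates 2 and 3 (0) and CM-MLKL (1), whose median was 0.226 (SD 0.0357 over 1000 resamples of genes) in the 206 higher and 0.772 (SD 0.0497) in the 108 lower genes called without it, where a mix needs 1 share. Mixing as part of the cause cannot be told apart from other causes. Over those 314 genes this library was nearer to CM-MLKL in 48.7%. Each other library was nearer to its opposite group in at most 5.56% of the genes called without it. Those sets held only 18 to 46 genes and were called with CM-Vector replicate 1 in the fit, so the percentages are not like for like. What set CM-Vector replicate 1 apart stays open, and no biological explanation was tested. The SDs over resamples treat genes as independent and do not cover differences between libraries.

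A second pattern is that 15 members of the mesenchymal, adhesion, collagen, metalloproteinase and TGF-beta lists rose in CM-MLKL, while the call of each list as a set was lost with an estimated correlation (adjusted p from 0.119 to 0.321). With GC and length offsets 94.4% of the called genes stayed called, including all 15 of these members, which argues against these trends as the cause. Fibroblast RNA is argued against because DCN, LUM and COL3A1 together reached at most 0.562% of COL1A1 in a CM-MLKL library, and DCN had 0 counts in all 6 libraries. At the preset correlation no 1 library decided the TGF-beta list, whose camera adjusted p was at most 0.000105 with each left out in turn, but it was not called at all with an estimated correlation (adjusted p = 0.212) or by fry (0.0973). As a hypothesis, the cells may have responded to TGF-beta rather than to NF-kB, IL-6/STAT3 or interferon signals, but these cannot be told apart here. TGF-beta targets had a median log2 fold change of 0.31 against 0.02 for 84 pooled genes of those lists (camera p = 0.271 with an estimated correlation). Taken alone, NF-kB targets had a median of 0.30, close to that of TGF-beta targets. IL-6/STAT3 targets had 0.18 and interferon-stimulated genes -0.13. Without CM-Vector replicate 1 both medians were higher, 0.71 against 0.34 (camera p = 0.279 with an estimated correlation). In that fit NF-kB targets alone had 0.61, IL-6/STAT3 targets 0.29 and interferon-stimulated genes 0.09.

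Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes as the real 72, the real split itself, and the highest of the others gave 0. For the gene lists, 2 splits gave as many as the real 12, and the highest of the others gave 12, in the split that put CM-Vector replicate 1 with CM-MLKL replicates 2 and 3. With 10 splits no share under 0.05 can be reached for either result.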
